A study of Homo sapiens with 4 samples. Its data were reported in "Wnt signalling modulates transcribed-ultraconserved regions in hepatobiliary cancers" (2016).

How the data were processed

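Total RNA from normal human hepatocytes and from the malignant lines HepG2, Huh7 and PLC/PRF-5 was labelled with Cy3 and hybridised to NimbleGen arrays, 1 array per culture. The labels describe growth in serum-containing medium to near confluence and column extraction of the RNA. The deposited values are intensities on a linear scale, from 15.1 to 46687, that the authors obtained with RMA, the tool that the submitters' processing notes name. RMA corrects background, normalises quantiles over arrays and summarises the probes of a feature. Its version, the scanner, the probes per feature and the background settings are not given in the sources used here. The scale was judged linear from the values, which had a median intensity of 76.7 and a long upper tail. No detection call accompanies the values, so a dim feature cannot be separated from an absent one. The number of arrays limits the precision.

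Values were put on the scale log2(intensity + 1), and a fold is 2 to the power of a difference on that scale, which understates the difference of dim features. The 4 arrays were grouped by the cell type in the labels, as normal hepatocytes with 1 array and malignant hepatocytes with 3 arrays. Gene names came from the platform annotation, which named 1182 of the 22107 features, each with 1 symbol, and left 20925 unnamed here. All 1182 gene identifiers matched the RefSeq gene table of assembly GRCh38.p14. It was used to bring symbols up to date, for gene types and chromosomes, and to match names in the gene lists. No coordinates are given. Left out were 33 features of sex-linked marker genes, which leaves 1149 features of 1098 genes, and 45 genes had several features. By gene type, 530 of these features were long non-coding RNAs, 453 transcribed pseudogenes and 138 non-coding transcripts of protein-coding genes. Unnamed features enter counts only.

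Malignant and normal hepatocytes were compared with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p under 0.05) over all features, which leaves 2 residual degrees of freedom before moderation and added 4.72 prior degrees of freedom. The labels do not describe repeated cultures, so p-values measure the spread between 3 different lines. On simulated arrays with spreads drawn from the fitted prior (20 draws over 22107 features, 40 features per size), the test found 0% of features changed 4-fold, 2.75% of those changed 16-fold, 54.0% of those changed 64-fold and 87.0% of those changed 256-fold, and 4.32% of calls were false on average. With the trend these shares were 0.25%, 2.88%, 37.6% and 74.1%, and 4.94% of calls were false. The simulated spreads did not depend on the mean signal, so there was no trend to fit. The simulation therefore does not measure the error of calls made with the trend on the real arrays. Features at least 2-fold apart were counted without a test, and the same count with each malignant line as the single array served as a yardstick. Features of 2 lines were compared by size, without a test, and for HepG2 and Huh7 the list medians were also placed among matched random lists, which does not measure the spread between cultures.

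Gene lists were fixed before the data were examined. They covered cancer-linked long non-coding RNAs, small nucleolar RNA hosts and growth-linked RNAs, housekeeping RNAs, HOX cluster RNAs, imprinted RNAs, hepatocyte, oncofetal, Wnt target, proliferation, fibroblast or stellate cell, bile duct, endothelial and leukocyte markers, and P53 targets. Features of a gene were averaged. For lists with at least 5 measured genes, the median line minus normal difference, and that of HepG2 minus Huh7, was placed among 10000 random lists of as many named genes matched on mean expression in 20 bins. On simulated differences, a list of 20 genes shifted by 1.5 SD reached percentile 100, and 4% of 200 unshifted lists fell outside the central 95%. The simulated differences were independent between genes. They therefore do not check lists whose members vary together, for which a percentile may be too extreme. Named genes were the members of the lists, the 10 highest and 10 lowest by the smallest of the 3 line minus normal differences, the 5 largest differences each way between HepG2 and Huh7, and the 3 largest each way for each line against both other lines, where the highest of the 4 values was at or above the median of all values.

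Alternatives fixed before the data were examined were the trend in limma, an unadjusted p of 0.05 with a 2-fold difference, the methods' t-test, a filter on mean signal, centring each array on its median, a further quantile normalisation, leaving out each line, folds of 1.5 and 4, the brightest feature of each gene, and a floor at the lowest 1% of values in place of the added 1. Comparisons of transcribed-ultraconserved regions were not run, since no feature carried such a name here. Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.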

Results

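Long non-coding RNA expression was measured on 4 single-colour NimbleGen arrays, 1 for each of 4 cultures. Normal human hepatocytes (HH) formed the first class with 1 array. The labels do not say whether these were primary cells or an established line. HepG2, Huh7 and PLC/PRF-5 formed the class of malignant hepatocytes with 3 arrays. HepG2 is a hepatoma line with a mutated β-catenin gene (CTNNB1) and an active Wnt pathway. Huh7 is a hepatocarcinoma (HCC) line in which that gene is wild type, and PLC/PRF-5 is an HCC line that carries integrated hepatitis B virus DNA. Each array gave an intensity for 22107 features. The median intensity was 78.3 in HH, 78.7 in HepG2, 77.0 in Huh7 and 73.3 in PLC/PRF-5, and the 75th percentile was 248, 206, 207 and 216 in the same order. On the log2 scale the median of PLC/PRF-5 was 6.22 and that of HepG2 was 6.32, the widest gap between arrays. A gene name was given for 1182 features, and 1149 of these, from 1098 genes, were used. No culture was arrayed more than once, so a value of a single line carries no error of its own. Means over the malignant lines are given as mean ± SD over HepG2, Huh7 and PLC/PRF-5, and this SD is the spread between different lines.

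Normal and malignant hepatocytes were compared to find long non-coding RNAs that differ between them. MEG3, an imprinted RNA known as a growth suppressor, stood furthest from normal among the named genes when ranked by the smallest of the 3 line minus normal differences. Its log2 value was 12.18 in HH, 5.57 in HepG2, 5.97 in Huh7 and 6.56 in PLC/PRF-5, a mean difference of -6.15 ± 0.50 (SD, n = 3) or 70.9-fold less. LINC00312 followed with 10.28 in HH and a mean difference of -4.94 ± 0.62 (SD, n = 3). In the other direction CKS1B, whose protein binds cyclin-dependent kinases and promotes the cell cycle, read 7.50 in HH and 11.86, 11.71 and 12.52 in the malignant lines, a mean difference of 4.53 ± 0.43 (SD, n = 3) or 23.0-fold more. DANCR, an RNA linked to the undifferentiated state, read 9.79 in HH and 12.07, 12.59 and 11.82 in the lines.

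The other genes among the 10 named genes furthest above HH in all 3 malignant lines were GOLGA2P5, FLVCR1-DT, MIR550A3HG, PTTG3P, AURKAP1, FBXL19-AS1, FTH1P3 and DLX6-AS1. PTTG3P and AURKAP1 are pseudogenes of the mitotic genes that encode securin and Aurora kinase A. PTTG3P was higher by 3.46 ± 1.26 (SD, n = 3) on the log2 scale and AURKAP1 by 2.35 ± 0.44 (SD, n = 3). DLX6-AS1 was at 4.85 in HH, at 8.96 in HepG2 and 9.12 in Huh7, and at 6.34 in PLC/PRF-5. The other genes among the 10 furthest below HH were SPATA31D5P, LOC728989, RUNX1-IT1, GSTM2P1, LIMS3-LOC440895, FGF7P6, CMAHP and ASAP1-IT1. Their mean differences lay between -3.46 for ASAP1-IT1 and -4.41 for SPATA31D5P. GSTM2P1, a pseudogene of a glutathione transferase, read 9.98 in HH and 5.83, 6.54 and 6.43 in the lines. CMAHP, the inactive human copy of a sialic acid hydroxylase, read 8.80 in HH and 4.71, 5.58 and 5.28 in the lines.

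**Figure D1:**
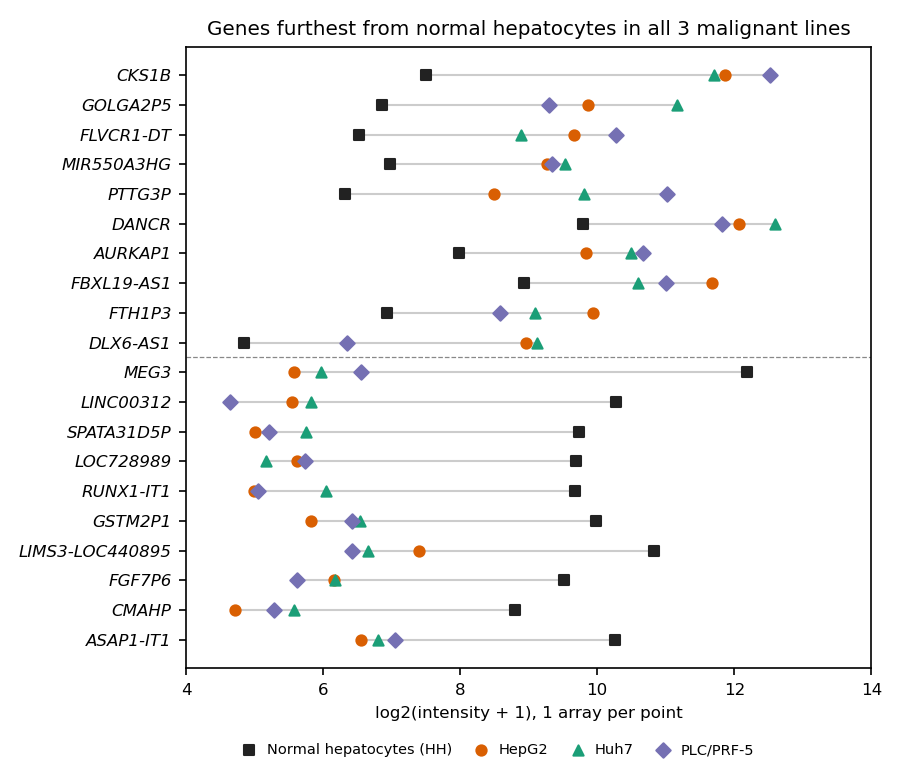
The log2(intensity + 1) of the 10 named genes furthest above and the 10 furthest below normal hepatocytes in all 3 malignant lines, with 1 point per array and a grey line over the range of the 4 arrays. CKS1B lies at 7.50 in normal hepatocytes and at 11.71 or more in each line, and MEG3 lies at 12.18 in normal hepatocytes and at 6.56 or less in each line.

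In limma with Benjamini-Hochberg adjustment, 0 of the 22107 features passed an adjusted p of 0.05, while 1187 had an unadjusted p under 0.05. Of unchanged features in the simulation, 5.02% had an unadjusted p under 0.05 in limma. Most of a count of 1187 would thus arise without any difference. MEG3 had an adjusted p = 0.0905 (SE 0.71), the lowest reached, and CKS1B an adjusted p = 0.124 (SE 0.69). With the mean-variance trend in limma 42 features passed, 4 higher and 38 lower in the malignant lines, and these included MEG3 at adjusted p = 0.0354 and CKS1B at adjusted p = 0.0494. With the trend the count was 75 without HepG2, 45 without Huh7 and 237 without PLC/PRF-5, and the fit without the trend called 55 features without PLC/PRF-5. Fits without a line kept 1 residual degree of freedom before moderation, so their counts do not compare with those over all lines. Over the alternatives that kept all 4 arrays, the adjusted p of MEG3 ranged from 0.0354 with the trend to 0.794 in the methods' t-test. The only spread available to these tests is that between 3 different lines, and the lone normal array is assumed to vary as they do.

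By size alone, 453 features were at least 2-fold higher and 1300 at least 2-fold lower than in HH in all 3 malignant lines. At a mean log2 value of 9 or more 205 were higher and 195 lower. That mean covers all 4 arrays, so it passes features dim on 1 array more readily than features bright on 1 array. With a malignant line as the single array the filter also turned the balance. Brighter and dimmer counts went from 1365 and 1011 to 150 and 279 for HepG2. They went from 1081 and 861 to 50 and 120 for Huh7, and from 815 and 462 to 109 and 153 for PLC/PRF-5. The lost excess of lower features is therefore no evidence about bright features. Of the named features, 31 were at least 2-fold higher and 49 lower in all 3 lines. The 3 comparisons share the HH array, and unchanged arrays simulated with the spread of the lines gave 1866 such features on average and 2008 at most in 100 draws. Independent lists would share 71.9 higher and 93.7 lower features. The 1753 observed did not reach the simulated mean. That comparison holds for the total only, since the simulated counts were not kept by direction. The simulated spread was symmetric and favoured neither direction, so it does not account for the uneven 453 higher and 1300 lower features. Over all features the brighter ones also outnumbered the dimmer ones with each malignant line as the single array. An uneven split is therefore not particular to HH. When each malignant line was taken as the single array against the remaining 3, the count was 2376 for HepG2, 1942 for Huh7 and 1277 for PLC/PRF-5, against 1753 for HH. At 16-fold over all features HH gave the most, with 88 features, of which 81 were brighter in HH. The counts were 42 for HepG2 with 22 brighter there, 17 for Huh7 with 7 brighter, and 39 for PLC/PRF-5 with 31 brighter. Among features with a mean log2 value above 9 HH gave 10, with 4 brighter in HH, HepG2 17, Huh7 6 and PLC/PRF-5 13. That filter removes most features bright on 1 array alone, and for HepG2 the brighter ones fell from 22 to 0. The change of order therefore shows nothing about HH.

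Among 21 measured long non-coding RNAs linked to liver cancer or cancer, DANCR and DLX6-AS1 were at least 2-fold higher and MEG3 and WT1-AS at least 2-fold lower in all 3 lines. WT1-AS, antisense to the Wilms tumour gene, differed by -1.80 ± 0.40 (SD, n = 3). For this list 0 features passed over all features tested and 1, MEG3, passed when adjusted over the list alone (adjusted p = 0.00146). Other members differed between the lines. UCA1, an RNA described in bladder cancer, was at 7.66 in HH, 7.51 in HepG2, 10.03 in Huh7 and 12.88 in PLC/PRF-5. MALAT1, a nuclear speckle RNA, was at 10.42 in HH and 9.92 in PLC/PRF-5 but at 5.26 in HepG2 and 6.85 in Huh7. The median difference from HH was 0.29 in HepG2, 0.23 in Huh7 and 0.59 in PLC/PRF-5, at percentiles 65.0, 75.1 and 96.1 of random gene lists matched on mean expression. After a further quantile normalisation it was 0.43, 0.32 and 0.61.

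The 16 measured small nucleolar RNA host and growth-linked RNAs had a median difference from HH of 1.11 in HepG2 (percentile 98.1 of matched random lists) and 1.25 in PLC/PRF-5 (percentile 99.9). In Huh7 it was 0.06, at percentile 36.8, and the difference was 0.09 after centring and 0.24 after a further quantile normalisation. At least 2-fold higher were 9 members in HepG2, 3 in Huh7 and 11 in PLC/PRF-5, while 2 were at least 2-fold lower in HepG2, 1 in Huh7 and 0 in PLC/PRF-5. DANCR and SNHG10 were at least 2-fold higher in all 3 lines. ZFAS1, which hosts small nucleolar RNAs, was at 11.61 in HH and at 13.31, 12.06 and 12.87 in the lines. SNHG6 was at 11.30 in HH and at 12.44, 12.27 and 13.57 in the lines. None of the 19 features of this list passed limma, also when adjusted over the list alone (lowest adjusted p = 0.211).

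**Figure D2:**
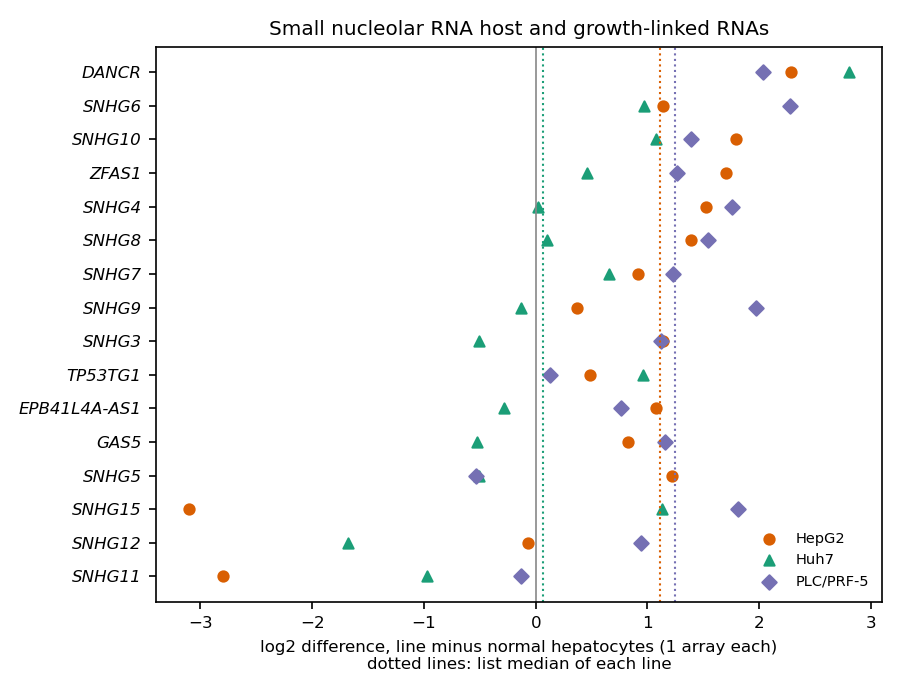
The log2 difference of each malignant line from normal hepatocytes for the 16 small nucleolar RNA host and growth-linked RNAs, with 1 point per line and dotted lines at the list median of each line. The medians are 1.11 in HepG2, 0.06 in Huh7 and 1.25 in PLC/PRF-5, and SNHG15 lies at -3.10 in HepG2 against 1.13 in Huh7 and 1.81 in PLC/PRF-5.

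The 6 measured imprinted RNAs had a median difference of 0.03 in HepG2, -0.20 in Huh7 and -0.09 in PLC/PRF-5, at percentiles 44.9, 30.6 and 36.6. After centring or a further quantile normalisation the sign turned in PLC/PRF-5 (0.01 under each), and after the further quantile normalisation it turned in HepG2 (-0.02). Over this list alone MEG3 passed (adjusted p = 0.000417) and the other members did not. That is the same limma p of MEG3 as in the cancer-linked list, adjusted over fewer features. H19, the single measured member of the oncofetal list, was at 12.26 in PLC/PRF-5, at 6.80 in HepG2 and 6.21 in Huh7, and lowest in HH, and did not pass (adjusted p = 0.308 over its list alone).

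All 3 measured RNAs of the fibroblast or stellate cell list were brighter in HH than in each line. Beside MEG3, MIR503HG was at 8.59 in HH and at 5.24, 5.89 and 6.59 in the lines, and MIR100HG was at 7.48 in HH and at 4.94, 6.64 and 6.13 in the lines. Adjusted over the list alone MEG3 and MIR503HG passed (lowest adjusted p = 0.000209), and 0 passed over all features. For MEG3 this is again the limma p used for the cancer-linked and imprinted lists, so these lists give no separate evidence. No adjustment was made over the lists, and a list with few measured members is adjusted little. Of the hepatocyte list, HULC, FAM99B and LINC01018 were measured, and in HH they lay at percentiles 4.46, 22.1 and 6.64 of all features. HULC, an RNA raised in many liver cancers, was at 4.87 in HH, 6.14 in HepG2, 7.99 in Huh7 and 5.01 in PLC/PRF-5. FAM99B and LINC01018 were dim on all 4 arrays, at 5.83 or less. None of these 3 passed over the list alone (lowest adjusted p = 0.690).

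Smaller lists gave values only. Of the housekeeping RNAs, RMRP, the RNA of the mitochondrial RNA processing ribonuclease, was at 9.57 in HH, 7.95 in HepG2, 5.76 in Huh7 and 8.92 in PLC/PRF-5, and RPPH1 and TERC were also lower in HepG2 and Huh7 than in HH. Of the HOX cluster RNAs, HOXA11-AS was at 8.93 in PLC/PRF-5 and at 5.73 or less elsewhere, while HOTAIR and HOXC5 stayed at 6.15 or less on all arrays. Of the P53 targets, LINC-PINT differed from HH by -0.44 ± 0.17 and TP53TG1 by 0.52 ± 0.41 (SD, n = 3). Adjusted over each list alone, the lowest adjusted p was 0.408 for housekeeping RNAs, 0.417 for HOX cluster RNAs and 0.523 for P53 targets. The Wnt target, proliferation, bile duct, endothelial and leukocyte lists had 0 named features on the array. The transcribed-ultraconserved regions that the study followed carried no name here and were not analysed here.

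HepG2 and Huh7 were compared because the study sets them apart as lines with and without an active Wnt pathway. These are different cell lines with 1 array each, so their differences cannot be assigned to the Wnt pathway. PEG3-AS1, antisense to the imprinted gene PEG3, was at 11.03 in HepG2 and 5.88 in Huh7, a 35.5-fold difference, and at 6.25 in HH and 5.54 in PLC/PRF-5. DLGAP1-AS1, LITAF, LSP1P5 and IFITM4P followed, with differences of 3.75, 3.64, 3.40 and 3.39 on the log2 scale. Higher in Huh7 were RASA4CP, at 5.18 in HepG2 and 10.08 in Huh7, and SNHG15, at 6.65 in HepG2 and 10.88 in Huh7. HAVCR1P1, BRDTP1 and WDFY3-AS2 came next, with HepG2 minus Huh7 differences of -3.94, -3.76 and -3.73. SNHG15 went against its group, since 12 of the 16 small nucleolar RNA host and growth-linked RNAs were higher in HepG2 than in Huh7 and the list median of HepG2 minus Huh7 was 0.98 (percentile 99.4 of matched random lists). The cancer-linked list had a median of -0.15 (percentile 20.3) and the imprinted list a median of 0.25 (percentile 62.5) in the same comparison.

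At least 2-fold apart between HepG2 and Huh7 were 7684 features, 3983 higher in HepG2 and 3701 higher in Huh7. This balance turned after centring each array, to 3818 and 3849, and at a mean log2 value of 9 or more, to 541 and 568. HepG2 and PLC/PRF-5 differed in 7398 features and Huh7 and PLC/PRF-5 in 7100. Each line had 1 array, so no test was made and the counts hold technical as well as biological differences. Among the 2969 features with a mean log2 value above 9, the share at least 2-fold apart was 37.4% for HepG2 and Huh7, 39.6% for HepG2 and PLC/PRF-5, and 29.8% for Huh7 and PLC/PRF-5.

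Genes that set a single line apart from both other lines were furthest apart for PLC/PRF-5. LINC00261, which lies next to the endodermal gene FOXA2, was at 12.92 in HepG2 and 12.87 in Huh7 but at 5.70 in PLC/PRF-5, and also at 5.70 in HH. INS-IGF2, a readthrough transcript that shares IGF2 sequence, was at 6.08 in PLC/PRF-5 against 13.51 in HepG2, 12.47 in Huh7 and 11.41 in HH. H19, its neighbour at the same imprinted locus, was at 12.26 in PLC/PRF-5, 44.0-fold above HepG2, the closer of the other lines. LINC00473, an RNA induced by cyclic AMP, was at 11.57 in PLC/PRF-5 and at 6.70 or less elsewhere. PGAP2 was at 10.98 in PLC/PRF-5 and at 7.40 or less elsewhere. ABCC6P1, a pseudogene of a liver transporter gene, was at 12.01 in HepG2 and 12.50 in Huh7, and at 7.28 in PLC/PRF-5 and 6.42 in HH.

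HepG2 stood apart by PEG3-AS1, by LSP1P5 at 10.09 and by CLUHP3 at 8.97, each at least 7.62-fold above the other lines. It was lowest in SNHG15, IDI2-AS1 and MAPKAPK5-AS1, at 6.65, 7.30 and 6.91, where Huh7 and PLC/PRF-5 read 9.94 or more. Huh7 stood apart by HAVCR1P1, BRDTP1 and TPTE2P3, at 9.47, 9.49 and 9.26, where the other arrays read 5.97 or less. It was lowest in DLGAP1-AS1, IFITM4P and FAM138B, at 6.03, 6.53 and 5.60. FAM138B belongs to a family of nearly identical copies, and the pseudogenes named here resemble their parent genes, so which copy a feature measured is uncertain. CKS1B, LITAF, PGAP2 and INS-IGF2 are protein-coding genes represented by a non-coding transcript, and their features may also have read the coding one.

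**Figure D3:**
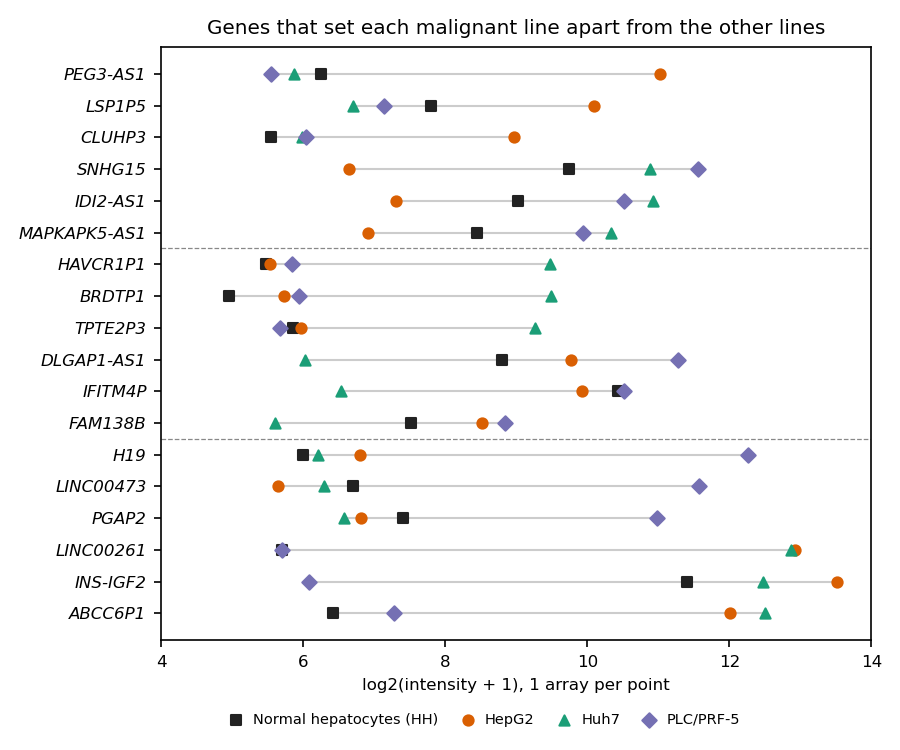
The log2(intensity + 1) of the 3 named genes furthest above and the 3 furthest below both other malignant lines for HepG2 (top), Huh7 (middle) and PLC/PRF-5 (bottom), with 1 point per array. LINC00261 lies at 12.92 in HepG2, 12.87 in Huh7 and 5.70 in both PLC/PRF-5 and normal hepatocytes.

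The arrays also differed in how their dim features were ordered. Across the 5673 features below the median of all values on all 4 arrays, the Spearman correlation of HH and PLC/PRF-5 was 0.457, with a bootstrap SD of 0.012, and that of the other pairs was between 0.078 and 0.147. Across the 1780 features with a log2 value above 9 on all 4 arrays, HH and PLC/PRF-5 correlated at 0.648 and the other pairs at between 0.615 and 0.760. Over all features, HH and PLC/PRF-5 were also the pair with the fewest features at least 2-fold apart, 5439 compared with 7888 for HH and HepG2 and 7509 for HH and Huh7. Among features with a mean log2 value above 9 they were not, with 39.4% apart compared with 35.8% for HH and Huh7 and 29.8% for Huh7 and PLC/PRF-5. These are correlations across features, which are not independent replicates, and 6 pairs were computed.

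**Figure D4:**
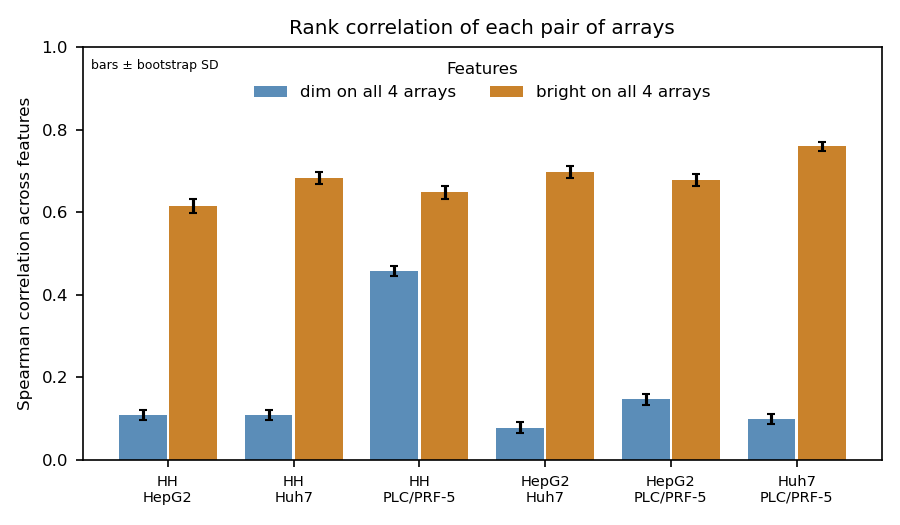
Spearman correlation across features for each of the 6 pairs of arrays, over 5673 features dim on all 4 arrays and 1780 features bright on all 4 arrays, with bars for the correlation and error bars for the bootstrap SD. The dim features of normal hepatocytes (HH) and PLC/PRF-5 correlate at 0.457, those of the other pairs at 0.147 or less.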

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

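The tests of explanations in this part were chosen after their values had been seen, except that over the lowest 25% of values, which was chosen after the dim features had been seen to agree but before its own values were. Among 82 named genes and list members, 12 were at least 2-fold above HH in a malignant line and at least 2-fold below HH in another, and each was picked out for that. The differences between lines were not tested, since each line had 1 array. PLC/PRF-5 lay above HepG2 by 4.91 on the log2 scale for SNHG15, by 3.47 for PVT1 and by 5.92 for LINC00473, and above Huh7 by 5.25 for DLGAP1-AS1 and by 3.23 for FAM138B. HepG2 lay above PLC/PRF-5 by 7.43 for INS-IGF2, and above Huh7 by 3.64 for LITAF and by 3.40 for LSP1P5. Huh7 lay above HepG2 by 4.90 for RASA4CP, by 3.73 for WDFY3-AS2, by 3.63 for IDI2-AS1 and by 3.43 for MAPKAPK5-AS1. PVT1, an RNA beside MYC, was at 7.53 in HH, 5.73 in HepG2, 6.52 in Huh7 and 9.21 in PLC/PRF-5.

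HH and PLC/PRF-5 ordered their dim features alike, and over all features, dim ones included, they were the pair with the highest correlation, at a Spearman value of 0.797 against 0.666 or less and a Pearson value of 0.827 against 0.808 or less. RNA populations that resemble each other more than those of other pairs are argued against, because over features bright on all 4 arrays the pair correlated at 0.648, below the 0.760 of Huh7 and PLC/PRF-5 by more than 3 bootstrap SD, and over the 5272 features above 9 on at least 1 array it correlated at 0.494 and HepG2 and Huh7 at 0.638. A background shared by these hybridisations remains open and may account for the pattern. Over the 1008 features in the lowest 25% of values on all 4 arrays HH and PLC/PRF-5 correlated at 0.312 and no other pair above 0.0546. Over the 329 features between percentiles 25 and 50 on all 4 arrays they correlated at 0.0488 and HepG2 and PLC/PRF-5 at 0.100. That band is narrow and bounded on both sides, which by itself lowers a correlation. The fall therefore does not tie the likeness to the dimmest features. No date or slide was used here, so what was shared was not tested, and a likeness of weakly expressed RNAs alone stays open. The 5439 features at least 2-fold apart between HH and PLC/PRF-5 do not by themselves show a closer likeness of these cells.

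MEG3, MIR503HG and MIR100HG were brighter in HH than in every line. A shift of a whole array left by the normalisation is argued against by the array medians, which lay between 6.22 and 6.32 on the log2 scale. After a further quantile normalisation MEG3 still differed by -6.13 ± 0.56 (SD, n = 3), but with such medians that step could hardly have removed the difference. An error of single features on the HH array was not tested. Fibroblasts or stellate cells in the hepatocyte culture could bring these RNAs, and over the 3 markers HH lay above the brightest line by a median of 2.0 on the log2 scale. With 3 markers measured, none of them a collagen or another abundant gene of such cells, and no sort described in the labels, this cannot be told apart from a loss of these RNAs in malignant hepatocytes. That biological difference was not tested. The measured hepatocyte RNAs HULC, FAM99B and LINC01018 lay at percentiles 4.46, 22.1 and 6.64 in HH, and none was brightest there. How far the HH culture kept the expression of hepatocytes is therefore not shown by these arrays.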

How the results depend on the processing

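The fits and counts without each line, with the filter on mean signal, with other scalings and at other thresholds were fixed before the data were examined. Random lists from all features, a filter on the brightest value, the trend without each line and the counts at a mean log2 of 9 or more were added afterwards. The limma count of 0 stayed 0 after the filter on mean signal, both further normalisations and the floor, and in the methods' t-test after Benjamini-Hochberg. It was 42 with the trend, 1187 at an unadjusted p of 0.05 with a 2-fold difference, 746 for the methods' t-test at that threshold, and from 0 to 55 without a line (55 without PLC/PRF-5). With the trend it was 75 without HepG2, 45 without Huh7 and 237 without PLC/PRF-5, and the cause was not tested. Of these counts, 1187 is close to what unchanged features give at that unadjusted p. Fits without a line kept 1 residual degree of freedom before moderation. The 1753 features at least 2-fold apart in all 3 lines became 3408 at 1.5-fold, 505 at 4-fold, 400 (205 higher, 195 lower) at a mean log2 of 9 or more, and from 2634 to 3450 without a line, by construction more, as fewer lines must pass. At 1.5-fold, 4-fold, above the median signal and at a mean log2 of 9 or more, HepG2 and Huh7 gave 12522, 1934, 4810 and 1109 features, HepG2 and PLC/PRF-5 12185, 2007, 4847 and 1177, and Huh7 and PLC/PRF-5 12088, 1782, 4442 and 884, which follows from the thresholds. Over the mean of the lines, the list median was 0.49 for cancer-linked RNAs (0.33 to 0.70 without a line), 0.66 for small nucleolar RNA hosts (0.56 to 1.10) and 0.04 for imprinted RNAs (-0.07 to 0.03). The imprinted median was below 0 without Huh7 or PLC/PRF-5, and both signal filters left fewer than 5 imprinted genes. Of 204 recomputed values of named genes, all 204 kept their sign (other scalings, and leaving out a line for the malignant to normal differences). The genes were picked for large differences, and the malignant to normal ones for the same sign in all 3 lines. A change of sign was thus nearly excluded beforehand, so this is no check of the results. Comparisons of transcribed-ultraconserved regions were not run. No paired analysis was possible because the normal class has 1 array. Signal over background was not given, which limits what can be said of dim features.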

Other observations

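The lists and tests in this part were chosen after the values had been seen. The proliferation list fixed before had 0 measured genes. Of 4 features of a cell cycle gene or of pseudogenes of such genes, picked for their values, CKS1B, PTTG3P and AURKAP1 were at least 2-fold higher in all 3 lines, and RACGAP1P1, a pseudogene of a cytokinesis gene, was at 4.97 in HH and at 6.73 in HepG2, 5.78 in Huh7 and 6.43 in PLC/PRF-5. Of these features, 0 passed limma over all features and 3 passed when adjusted over this list, which is no independent evidence as the list was picked from the same values.

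By their median, pseudogenes of ribosomal proteins followed the small nucleolar RNA hosts in HepG2 and Huh7. Of 24 such pseudogenes, 18 were higher in HepG2 than in Huh7, with a median difference of 0.92 (percentile 99.9 of matched random lists). RPL23P8 was at 11.00 in HepG2 and 8.51 in Huh7, and RPL19P12 at 13.29 and 11.46. Against HH the median was 0.84 in HepG2 (percentile 98.1), 0.12 in Huh7 (percentile 44.3) and 0.35 in PLC/PRF-5 (percentile 75.1). RPL13P5 went the other way, at 7.64 in HepG2 and 9.76 in Huh7. These features resemble the ribosomal protein mRNAs closely, so which transcript they measured is uncertain.

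MALAT1 was dimmer in HepG2 and Huh7 than in HH and PLC/PRF-5, with a difference between the pair means of -4.11. A shift of a whole array left by the normalisation is argued against by the array medians, which lay between 6.22 and 6.32 on the log2 scale. The difference was -4.06 after a further quantile normalisation, a step that could hardly have removed it. An error of this single feature was not tested. Weaker labelling of RNAs without a poly(A) tail in HepG2 and Huh7 could lower MALAT1, and 17 of 20 structural small RNAs were also lower there. As the whole cause it is argued against, because the 6 structural small RNAs with a mean log2 value of 8 or more over HH and PLC/PRF-5 shifted by a median of -1.61 (SD 1.18), and the 4 at 8 or more on both arrays by -0.87 (SD 1.17). Members that start near 8 have little room to fall by 4.11, so these medians may understate a shared shift. Of those that start higher, SCARNA12 and SCARNA9L stayed at 8.07 or more in HepG2 and Huh7, while RMRP fell to 7.95 and 5.76. A part of the difference from labelling and a difference between the lines themselves stay open, and the latter was not tested.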
